A study of Mus musculus with 4 samples. Its data were reported in "Lack of SMARCB1 expression characterizes a subset of human and murine peripheral T-cell lymphomas" (2024).

How the data were processed

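Single-cell suspensions of spleens from 4 male mice with T-cell-specific deletion of Smarcb1, a subunit of the SWI/SNF chromatin remodelling complex, were profiled with droplet-based 3′ RNA sequencing. In this model a Cre recombinase under the control of the Cd4 promoter removes Smarcb1 in T cells, and the mice develop peripheral T-cell lymphoma (PTCL). Per the labels, 2 mice aged 12 weeks were controls (PTCL 1 and PTCL 2) and 2 mice aged 10 weeks received SAHA (vorinostat, a histone deacetylase inhibitor) at 50 mg/kg in 3 doses per week for 3 weeks (SAHA 1 and SAHA 2). Age followed treatment, so their effects cannot be told apart, and the labels name a vehicle in the protocol but do not say that these controls received it.

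The values deposited by the authors were raw UMI counts per gene and cell barcode, with 1 library per mouse and no normalization. The labels and the main text of the study do not give the aligner, the genome build or the cell caller, and its supplementary methods were not used here. Genes were given by symbol, so no coordinates were used. In the deposited tables each gene was seen in at least 3 barcodes of its library, and the lowest barcode total was 499 or 500 UMIs. The 4 tables held 4853, 2015, 2821 and 9935 barcodes for PTCL 1, PTCL 2, SAHA 1 and SAHA 2. T-cell receptor and immunoglobulin segment genes that were fixed as markers were not used here.

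Barcodes with at least 500 UMIs, at least 200 genes and at most 10% mitochondrial UMIs were kept, which left 15801 barcodes. The mitochondrial limit was exceeded by 17.5% of the barcodes of PTCL 1, 39.9% of PTCL 2, 31.0% of SAHA 1 and 13.0% of SAHA 2. Scrublet, run on each library with scanpy 1.11.5, called 377 doublets (2.39%), which were removed, and 15424 cells remained. The call rate was 0.9% in PTCL 1, 0.413% in PTCL 2, 0.154% in SAHA 1 and 3.85% in SAHA 2, so doublets may remain in PTCL 2 and SAHA 1. Counts were scaled per cell and log-transformed, the 2000 most variable genes were reduced to 30 principal components, and cells were clustered with the Leiden algorithm (leidenalg 0.10.2, resolution 1, 15 neighbours) into 30 clusters, without integration of the libraries.

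Clusters were named from markers fixed before the data were examined, but the score that turned markers into names was set afterwards, when Smarcb1 levels per cluster had also been seen. In all, 3 forms of the score were tried. In the form used here the broad classes were ranked by the mean level of their markers relative to the cluster where each was highest. The first class that met the conditions below was taken, down to a score of 0.5 times the best, and T-lineage clusters were called tumor-like when their mean log2 fold over the average library was higher for tumor markers (Ezh2, Kit, Mki67, Top2a, Tox) than for naive and effector markers. The other forms, with log2 fold throughout or relative level throughout, were run as alternatives. The choice mattered. With relative level throughout, 20 instead of 303 cells of PTCL 2 were tumor-like. With log2 fold throughout, 269 instead of 638 cells of PTCL 1 were tumor-like, and 376 instead of 7 were plasmacytoid DC. A class was refused when another class had more markers among the top 10 genes of the cluster by fold or when fewer than 3 of its own markers were detected in a share of 0.2 of the cells. A cluster stayed unnamed when no class was left, or when its median UMI count was below that of its libraries divided by 3 and no marker was among its top 10 genes. The detection share and the score limit were also set after the data were examined. Clusters 2, 5 and 21, for which T lineage scored highest, stayed unnamed, the first pair for low UMI counts. Cluster 21 stayed unnamed because its top 10 genes held an NK marker (Xcl1) and no T-lineage or tumor marker. They held 26.9% of the cells of PTCL 1, 32.1% of PTCL 2, 35.5% of SAHA 1 and 0.457% of SAHA 2.

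The mouse was the replicate. Cells per class were compared with the quasi-likelihood test of edgeR 4.0.16, with the number of cells per library as offset and Benjamini-Hochberg adjustment over the classes. For each class, raw counts were summed per library over libraries with at least 20 cells of the class, normalized with TMM, filtered with filterByExpr and tested with edgeR at an adjusted p of 0.05. Standard errors were derived from the F statistic. Of 8 gene lists fixed before the data were examined, 5 had a planned test and were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with adjustment over these 5 in every alternative. The other 3 were not used here. The B cell to myeloid ratio and Smarcb1 were tested with exact permutation tests, two-sided. No covariate was fitted. Gene and list tests of other T cells rest on 3 libraries because SAHA 1 held 3 such cells, and the lone SAHA library was assumed to vary like the PTCL libraries. In these tests SAHA 1 had enough such cells only with each library clustered alone or with relative level in naming. NK cells were not tested because 1 library per group held at least 20 of them.

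By a rule fixed before the data were examined, the text names per class up to 3 genes with the largest positive and 3 with the largest negative log2 fold change among those with an adjusted p under 0.05, a mean of at least 50 CPM in a group and no overlap between the groups. Ribosomal, mitochondrial, haemoglobin, receptor segment, Gm-numbered and Rik genes were left out. Fau was not left out, although it is counted below among the ribosomal protein genes. Members of the fixed lists and Smarcb1, Ezh2, Kit, Cd2 and Mki67 were also eligible. For other T cells the groups were compared over 3 libraries. Ribosomal genes and genes with a shift in all classes were singled out after their values were seen.

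The tests were tried on counts simulated from the real means and library totals, in which 200 genes were changed by 2 on the log2 scale. edgeR recovered 10 of them in tumor-like cells (12717 genes tested, no false call), where DESeq2 recovered 58 with 5 false calls, 24 in other T cells (9202 genes, no false call), 168 in B cells (8045 genes, 7 false calls), 113 in neutrophils (8586 genes, 1 false call) and 107 in monocytes and macrophages (9404 genes, 2 false calls). DESeq2 recovered fewer than edgeR in B cells (103, 2 false calls), neutrophils (68, no false call) and monocytes and macrophages (79, 1 false call). It also recovered fewer in other T cells. The low recovery in tumor-like and other T cells limits what a low count of changed genes there can show. Alternatives were DESeq2 1.42.0 with its own size factors, no filter on low counts, thinned counts, fry and an estimated correlation for lists, limma on logit shares, other cell filters, kept doublets, separate clustering of each library, a resolution of 2 and leaving out each library. Other T cells were also tested inside and outside their largest cluster, chosen after seeing the data.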

Results

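The spleens of 2 control mice (PTCL 1 and PTCL 2) and 2 SAHA-treated mice (SAHA 1 and SAHA 2) that carry the T-cell-specific deletion of Smarcb1 were analysed by scRNA-seq. The deposited tables held 36298321 UMIs for PTCL 1, 20805503 for PTCL 2, 40606943 for SAHA 1 and 78235967 for SAHA 2. After filtering, 3965, 1206, 1943 and 8310 cells remained, with a median of 3688, 8344.5, 15538 and 5323 UMIs per cell. SAHA 2 therefore contributed most cells of the treated group, and group values below weight the mice equally.

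To check the deletion of Smarcb1, its level in tumor-like cells was set against that in non-T cells of the same mouse. Tumor-like cells held 5, 3, 6 and 23 Smarcb1 UMIs in PTCL 1, PTCL 2, SAHA 1 and SAHA 2, with a mean of 0.471 ± 0.351 CPM (SD, n = 4), against 41.7 ± 6.25 CPM in non-T cells. Smarcb1 was lower in tumor-like cells of every mouse, by a mean log2(CPM + 1) difference of -4.88 (exact paired permutation test, two-sided, p = 0.125, the smallest that 4 mice allow). The alternative that moved this most was edgeR with the mouse as a block, where the log2 fold change was -6.73 (adjusted p = 0.000243). Because Smarcb1 per cluster had been seen when the naming score was chosen, this is not an independent check of the naming. With relative level used throughout the naming the difference was -5.03. Other T cells held 27.5, 37.1 and 35.0 CPM of Smarcb1 in PTCL 1, PTCL 2 and SAHA 2. As a class they were therefore not depleted of Smarcb1 RNA as tumor-like cells were.

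**Figure D1:**
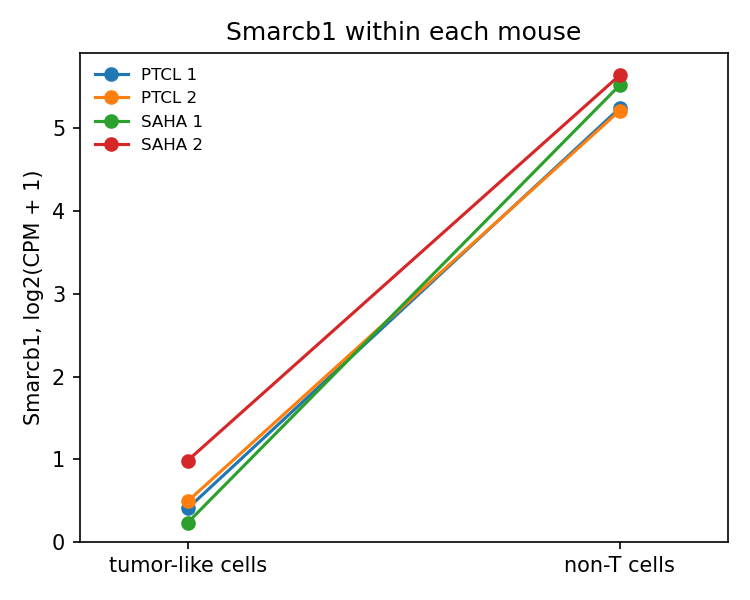
Smarcb1 in tumor-like and non-T cells, as log2(CPM + 1) of counts summed per mouse (y axis), with 1 line per library. All 4 libraries are lower in tumor-like cells, with a mean difference of -4.88.

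Genes used to tell the tumor cells apart were examined next. Ezh2 reached 812, 709, 395 and 787 CPM in tumor-like cells of PTCL 1, PTCL 2, SAHA 1 and SAHA 2, against 63.1, 62.5, 32.2 and 72.0 CPM in B cells. Ezh2 was a naming marker. Kit, also a naming marker, had 2 UMIs in PTCL 1 and 9 in SAHA 2 tumor-like cells and no UMI in those of PTCL 2 and SAHA 1, which allows up to 0.406 and 0.0876 CPM, whereas NK cells of SAHA 2 had 90.7 CPM. Cd2 varied between tumors, from 260 CPM in PTCL 1 to 18.5 CPM in SAHA 1.

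The cellular makeup was then compared between treated and untreated mice. Shares are of all retained cells, unnamed clusters included, and these held only 0.457% of SAHA 2. B cells made up 11.1% of PTCL 1, 3.15% of PTCL 2, 4.22% of SAHA 1 and 28.5% of SAHA 2, a mean of 7.14% ± 5.64 (SD, n = 2) in PTCL and 16.3% ± 17.1 (SD, n = 2) in SAHA. The difference was smaller than the spread between mice (log2 fold change 1.19, SE 1.89; edgeR, adjusted p = 0.899), and without SAHA 2 its direction changed (log2 fold change -0.76). With at most 5% instead of 10% mitochondrial UMIs the B cell shares were lower in all 4 libraries, at 3.11%, 1.80%, 2.15% and 8.68% (log2 fold change 1.14). NK cells were 0.627% ± 0.183 in PTCL and 2.45% ± 2.96 in SAHA, with 0.36% in SAHA 1 and 4.55% in SAHA 2. Other T cells were 10.7% ± 9.57 in PTCL and 8.93% ± 12.4 in SAHA, with 3 cells in SAHA 1 and 1472 in SAHA 2. With doublets kept, 335 other T cells were named in SAHA 2 and 36 instead of 157 in PTCL 1, while unnamed cells of SAHA 2 rose from 38 to 1261, and the log2 fold change went from -0.26 to -2.05. Tumor-like cells were 20.6% ± 6.39 in PTCL and 34.2% ± 27.1 in SAHA, with 1037 cells (53.4%) in SAHA 1 and 1245 cells in SAHA 2. Neutrophils were 25.6% of PTCL 1, 6.38% of PTCL 2, 1.75% of SAHA 1 and 12.0% of SAHA 2 (log2 fold change -1.22, SE 1.91; edgeR, adjusted p = 0.899). None of the 11 classes passed an adjusted p of 0.05 in edgeR or with limma on logit shares, and none had an unadjusted p under 0.05, the lowest being 0.353 in edgeR and 0.301 with limma.

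**Figure D2:**
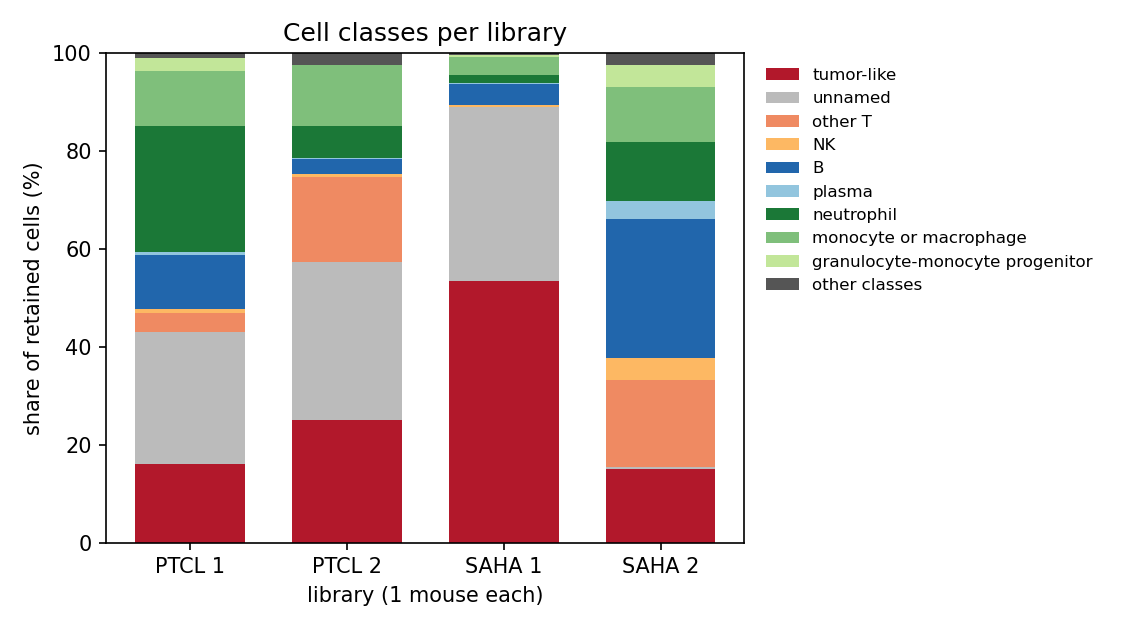
Share of retained cells (y axis, percent) in each class for the 4 libraries, with 1 bar per mouse. B cells make up 28.5% of SAHA 2 and 4.22% of SAHA 1, and unnamed clusters 35.5% of SAHA 1 and 0.457% of SAHA 2.

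The ratio of B cells to myeloid cells was 0.281 in PTCL 1, 0.167 in PTCL 2, 0.726 in SAHA 1 and 1.03 in SAHA 2. Both SAHA values were above both PTCL values, a mean log2 difference of 2.00 (exact permutation test over 6 arrangements, two-sided, p = 0.333, the smallest this design allows). Clustering each library alone moved it most, to 2.54, but no cell of SAHA 1 was then named monocyte or macrophage, against 72 otherwise, and its ratio was that of 77 B cells to 36 neutrophils. The ratios themselves depended on the cell filter. With at most 5% mitochondrial UMIs they were 0.0698, 0.0824, 0.364 and 0.222, so that SAHA 1 was above SAHA 2, and both stayed above PTCL (mean log2 difference 1.91). The ratio in SAHA 1 rests on 82 B cells.

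Gene expression within classes was compared next. Genes that passed an adjusted p of 0.05 in edgeR numbered 1 of 12553 in tumor-like cells, 9 of 9426 in other T cells, 8 of 8079 in B cells, 13 of 8598 in neutrophils and 2 of 9365 in monocytes and macrophages. The count in tumor-like cells moved most with DESeq2, to 109, and that in other T cells with thinned counts, to 602. Without SAHA 2 the count in B cells was 378, and without PTCL 1 those in neutrophils and in monocytes and macrophages were 120 and 39. With any 1 library left out, that in tumor-like cells was 0 in edgeR, with between 403 and 1018 genes at an unadjusted p under 0.05. In all 5 classes 13 of 6878 genes were lower by more than 1 on the log2 scale in SAHA, with no overlap between the groups, and no gene was higher by as much. With 2 libraries against 2, chance separates the groups for 33.3% of genes in a single class. In other T cells, with 1 SAHA library against 2, chance does so for a larger share, and the classes of a mouse are not independent. The 13 genes accounted for the 1 call in tumor-like cells (Rps2, log2 fold change -6.25, edgeR adjusted p = 0.0464), all 8 in B cells, both in monocytes and macrophages, 9 of 13 in neutrophils and 4 of 9 in other T cells.

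The largest of these shifts was in Rps12, which fell by 7.84 on the log2 scale in tumor-like cells, where it did not pass (edgeR adjusted p = 0.389), and by 7.91 in B cells, where it did (edgeR adjusted p = 1.52e-06). In tumor-like cells Rps12 had 3159 CPM in PTCL 1 and 1384 CPM in PTCL 2, against 7.98 CPM in SAHA 1 and 11.7 CPM in SAHA 2. Across 81 abundant ribosomal protein genes the median log2 fold change was 0.22 with edgeR and with DESeq2, and 8 were below -2. Levels of these 8 are uncertain, since a median of 67.9% of their 3′ ends is shared with other genes. The labels give no batch, and a processing batch and the group cannot be told apart.

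**Figure D3:**
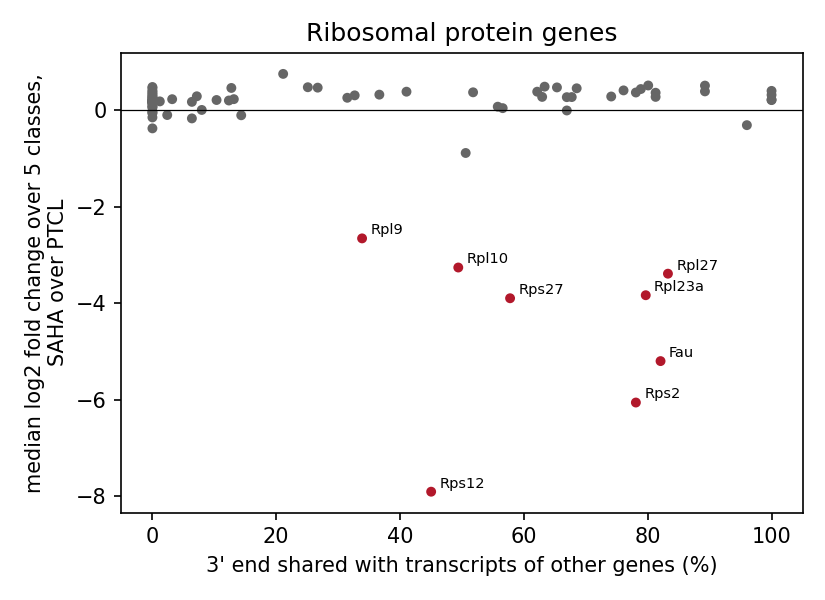
Median log2 fold change over 5 classes, SAHA over PTCL (y axis), against the percent of the 3′ end shared with other genes (x axis) for 81 ribosomal protein genes, with 1 point per gene. The 8 genes below -2 are named and share a median of 67.9%. Several other genes share as much and are not lowered.

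By the fixed rule Fau was named in B cells (log2 fold change -5.44, SE 0.393, edgeR adjusted p = 2.08e-05), in neutrophils (-5.07) and in other T cells (-5.23). The rule did not leave it out, although Fau is among the 8 lowered ribosomal protein genes above, and its level is as uncertain as theirs. Fau also belongs to the genes lowered in all classes. So does Cebpb, which was named in neutrophils (log2 fold change -2.50, SE 0.335, edgeR adjusted p = 0.00572). Il1r2 in neutrophils, a naming marker of that class, does not. It had 488 and 495 CPM in PTCL 1 and PTCL 2 and 128 and 113 CPM in SAHA 1 and SAHA 2 (log2 fold change -2.03, SE 0.301, edgeR adjusted p = 0.013). Without SAHA 2 its adjusted p was 0.0805, and that of Cebpb 0.0611. With thinned counts no gene passed in neutrophils or B cells in edgeR, where 41 and 60 had an unadjusted p under 0.05. Neutrophil clusters were unevenly shared between the groups, as given with the immunosuppressive list below. Fau in other T cells did not pass with at least 500 genes per cell, with each library clustered alone or with relative level in naming (edgeR adjusted p of 0.0848, 0.924 and 0.391). Jchain, a plasma cell gene, was named in other T cells (3.66 and 2.85 CPM in PTCL 1 and PTCL 2, 73.6 CPM in SAHA 2, edgeR adjusted p = 0.00856). In B cells Jchain had 5.48, 0, 30.5 and 67.6 CPM in PTCL 1, PTCL 2, SAHA 1 and SAHA 2, close to the level in other T cells of SAHA 2, and when each library was clustered alone the direction of Jchain in other T cells changed (log2 fold change -0.44). Jchain did not pass there either with thinned counts, at least 500 genes per cell or relative level in naming (edgeR adjusted p of 0.169, 0.0802 and 0.998).

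For T-cell exhaustion, 10 of 11 genes tested were lower in SAHA 2 than in PTCL in other T cells (median log2 fold change -1.25, limma camera, adjusted p = 1.03e-05). Pdcd1 had 51.2 and 314 CPM in PTCL 1 and PTCL 2 and 11.4 CPM in SAHA 2, and Tox had 132, 526 and 19.9 CPM. In edgeR no gene of the list passed when adjusted over all genes, 3 did when adjusted over the list alone and 4 had an unadjusted p under 0.05, while DESeq2 passed 2 over all genes. Tox was also a naming marker that kept cells out of this class. The list no longer passed with fry, with an estimated correlation or with relative level used throughout the naming, where adjusted p was 0.434, 0.327 and 0.575. The clusters of this class were unevenly shared. Cluster 1 held 121 of its 157 cells in PTCL 1, 25 of 211 in PTCL 2 and 1079 of 1472 in SAHA 2, and was led by Ccl5, Gzma and killer cell receptor genes. It had 991 CPM of Cd3d and 0.864 CPM of Ncr1, against 93.7 and 500.03 CPM in the NK cluster. Within cluster 1 the exhaustion list did not pass (5 of 9 genes lower, median log2 fold change -0.61, limma camera, adjusted p = 0.246), while outside it the median was -1.50 (limma camera, adjusted p = 1.44e-06). The difference between these was not tested. The cells outside cluster 1 were also unevenly shared. Cluster 11 held 17 of 36 in PTCL 1, 178 of 186 in PTCL 2 and 275 of 393 in SAHA 2, and cluster 25 held the rest. The split therefore does not remove differences in makeup. The cytotoxicity list was higher in SAHA 2 (6 of 10 genes, median log2 fold change 0.22, limma camera, adjusted p = 0.0011), and 7 of its 10 genes were naming markers. Gzma had 1547 and 145 CPM in PTCL 1 and PTCL 2 and 7033 CPM in SAHA 2, and Gzmb had 370, 501 and 1624 CPM. In edgeR none passed when adjusted over all genes, 3 did when adjusted over the list alone and 3 had an unadjusted p under 0.05, while DESeq2 passed none. The list did not pass with fry or an estimated correlation, where adjusted p was 0.193 and 0.327, and its direction changed when each library was clustered alone. Within cluster 1 it passed (8 of 10 genes higher, median log2 fold change 0.69, limma camera, adjusted p = 1.02e-05), and outside it did not (5 of 10 genes higher, median 0.068, limma camera, adjusted p = 0.17). Both lists rest here on 1 SAHA mouse and on a class whose size depends on the doublet setting, as given above. Both SAHA mice entered with each library clustered alone (166 cells of SAHA 1) and with relative level in naming (113 cells). There the exhaustion list had a median log2 fold change of -0.996 (limma camera, adjusted p = 0.0194) and -0.11 (adjusted p = 0.575). The cytotoxicity list had -0.58 (limma camera, adjusted p = 0.247) and 0.48 (adjusted p = 0.822).

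The immunosuppressive list was lower in SAHA neutrophils (9 of 12 genes, median log2 fold change -1.05, limma camera, adjusted p = 2.04e-05), with 1 gene passing when adjusted over all genes and 4 when adjusted over the list alone. Its median was -0.44 without SAHA 1 and -2.37 without SAHA 2. Il1b had 674, 1850, 62.1 and 1202 CPM in PTCL 1, PTCL 2, SAHA 1 and SAHA 2, and the groups overlapped. Of the 12 list genes 5 were naming markers, and the list did not pass with fry or an estimated correlation, where adjusted p was 0.291 and 0.327. Neutrophil clusters were unevenly shared. Cluster 8, whose leading genes include Cebpb and the list genes Cxcl2, Hdc and Wfdc17, held 501 of 1015 neutrophils in PTCL 1 and 38 of 77 in PTCL 2. It held 4 of 34 in SAHA 1 and 6 of 997 in SAHA 2. How far this carries the list, Cebpb or Il1r2 was not tested. The B progenitor list was higher in SAHA B cells (5 of 5 genes tested, median log2 fold change 1.48, limma camera, adjusted p = 5.19e-06). Of its 12 genes 8 were naming markers. Cluster 28, led by Vpreb3 and Vpreb1, held 68 B cells of SAHA 2, 1 of SAHA 1 and 0 of each PTCL library. How far this cluster carries the list was not tested. Without SAHA 2 the median log2 fold change was 1.83 over the 3 genes tested. The list did not pass with fry or an estimated correlation, where adjusted p was 0.16 and 0.327. In edgeR no gene passed when adjusted over all genes, 3 did when adjusted over the list alone and 4 had an unadjusted p under 0.05, while DESeq2 passed 1. Vpreb3 had 159 and 98.2 CPM in PTCL 1 and PTCL 2 and 483 and 256 CPM in SAHA 1 and SAHA 2. No difference in the HDAC inhibitor response list was detected in tumor-like cells (9 genes tested, limma camera, adjusted p = 0.943). Its median log2 fold change of -0.0033 and mean of 0.11 differ in sign. In edgeR no gene passed when adjusted over all genes or adjusted over the list alone and 2 had an unadjusted p under 0.05, while DESeq2 passed none.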

Values the study reported

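The study grouped 14,588 cells from 2 healthy and 2 PTCL spleens. It gave B cells as 70% of healthy spleens and 10% of mouse tumors, and myeloid cells as 5% of healthy spleens and over 30% of mouse tumors.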

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

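The tests of damaged cells and of tumor cells of low RNA content were chosen after the values were seen. In SAHA 1, 35.5% of the retained cells fell into unnamed clusters with T-lineage markers. These cells were not tested as a class, but they count in the total behind every share and every test of shares. Their part of SAHA 1 is above that in either control library (26.9% in PTCL 1 and 32.1% in PTCL 2), while SAHA 2 had 0.457%. They therefore lower the shares of the named classes far less in SAHA 2 than in the other libraries. In PTCL 2 the share includes 175 cells of a cluster with a median of 33148 UMIs. Over the unnamed clusters of low UMI count alone it was 26.7%, 17.6%, 35.5% and 0.445% in PTCL 1, PTCL 2, SAHA 1 and SAHA 2. Damaged cells that lost cytoplasmic RNA would be richer in the nuclear transcript Malat1 than tumor-like cells of the same library. Over the unnamed clusters of low UMI count, which hold all 690 unnamed cells of SAHA 1, the ratio of Malat1 CPM to tumor-like cells was 0.154 in PTCL 1, 0.206 in PTCL 2, 0.519 in SAHA 1 and 0.248 in SAHA 2. All are below 1, which argues against that explanation. Tumor cells of low RNA content that kept their nucleus would have a ratio near 1 or above. The ratios therefore argue against such cells too. The mitochondrial share goes the same way. Its median was 0.704% of UMIs in cluster 2 and 0.836% in cluster 5, against 4.34% or more in every tumor-like cluster. Droplets that hold only free RNA stay open and were not tested. Over all unnamed clusters Smarcb1 had 3, 4, 1 and 0 UMIs in PTCL 1, PTCL 2, SAHA 1 and SAHA 2, a mean of 0.860 CPM. This is near the 0.471 CPM of tumor-like cells and far below the 41.7 CPM of non-T cells. Smarcb1 does not tell free RNA from tumor cells of low RNA content in SAHA 1. Most UMIs there came from tumor-like cells, so free RNA would also hold little Smarcb1. Treatment stays open as a biological explanation, but SAHA 2 does not share the pattern. With these clusters counted as tumor-like, an alternative chosen after seeing the data, the log2 fold change of the tumor-like share was 0.058.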

How the results depend on the processing

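The naming forms, the counting of unnamed clusters as tumor-like, the split of other T cells by cluster and the Smarcb1 reference of 3 mice were chosen after seeing the data, and the other alternatives before. The B cell to myeloid ratio kept its direction under all alternatives run, from 1.91 with at most 5% mitochondrial UMIs to 2.54 with each library clustered alone and from 1.62 to 2.37 when each library was left out, in a design too small to pass. At most 5% mitochondrial UMIs lowered the ratio itself in every library, to 0.222 in SAHA 2, below the 0.364 of SAHA 1, and B cells to 8.68% of SAHA 2. SAHA 1 was also above SAHA 2 with thinned cells (1.15 and 1.10) and with each library clustered alone (2.14 and 1.09), where 26 and 0 instead of 72 cells of SAHA 1 were named monocyte or macrophage. The mean Smarcb1 difference kept its direction under all alternatives, from -4.95 to -4.74 when each library was left out, and passed with edgeR and the mouse as a block (-6.73), while a pseudocount of 5 gave -3.09 and other T cells as reference -3.28. The last includes SAHA 1, whose reference is 3 cells with 0 Smarcb1 UMIs of 12576, and without that mouse it was -4.46. No class share passed an adjusted p of 0.05 under any alternative, but directions were not stable. The log2 fold change of the other T share was -2.05 with doublets kept, where 335 such cells were named in SAHA 2, and it changed direction when each library was clustered alone (0.083) and at resolution 2 (0.022), the DC share when each library was clustered alone (1.30; -2.46 with log2 fold in naming, where 376 cells of PTCL 1 became plasmacytoid DC), and with thinned cells those of tumor-like cells (-0.030) and T lineage cells (-0.069). When each library was left out, log2 fold changes ran from -0.76 to 2.37 for B cells, -0.81 to 2.84 for NK cells, -6.07 to 1.18 for other T cells, -0.46 to 1.37 for tumor-like cells, 0.016 to 1.10 for T lineage, -3.19 to 0.11 for neutrophils, -1.69 to -0.083 for monocytes and macrophages, -1.92 to 9.52 for granulocyte-monocyte progenitors, -1.57 to 2.94 for plasma cells, -2.17 to 0.48 for DC and -0.31 to 6.73 for basophils or mast cells. Without SAHA 2, the shares of B cells, NK cells, plasma cells, basophils or mast cells and granulocyte-monocyte progenitors turned from higher to lower in SAHA.

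Counts of changed genes depended on the setting, and apart from fewer libraries, cells or genes the cause was not tested. In tumor-like cells the count of 1 became 109 with DESeq2, 2 without the filter on low counts, with at least 500 genes per cell, with each library clustered alone, with relative level in naming and with unnamed clusters counted, and 0 with doublets kept or any library left out (from 0 to 0). In other T cells the count of 9 became 20 with DESeq2, 86 without the filter, 602 with thinned counts, 245 with doublets kept (on 36, 186 and 335 cells of PTCL 1, PTCL 2 and SAHA 2), 257 outside cluster 1 (36, 186 and 393 cells), 121 in cluster 1 alone (121, 25 and 1079 cells), 2 with at least 500 genes, 145 with at most 5% mitochondrial UMIs, 0 with each library clustered alone and 1 with relative level in naming. In B cells the count of 8 became 60 without the filter and 0 with thinned counts, and ranged from 7 to 378 when a library was left out, the highest without SAHA 2. In neutrophils the count of 13 became 31 with DESeq2, 145 without the filter, 0 with thinned counts and 26 with at most 5% mitochondrial UMIs, and ranged from 20 to 120, the highest without PTCL 1. In monocytes and macrophages the count of 2 became 13 with DESeq2, 141 without the filter, 0 with thinned counts or each library clustered alone and 1 with doublets kept, and ranged from 0 to 39, the highest without PTCL 1. Without SAHA 2 the edgeR adjusted p was 0.0611 for Cebpb and 0.0805 for Il1r2 in neutrophils. With thinned counts it was 0.9998 for both and for Fau in neutrophils, and 0.999 for Fau in B cells, all of which passed under the other alternatives.

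For the exhaustion list the adjusted p rose to 0.434 with fry, 0.327 with an estimated correlation, 0.575 with relative level in naming and 0.246 in cluster 1 alone, while it was 1.44e-06 outside cluster 1. For the cytotoxicity list it rose to 0.193 with fry, 0.327 with an estimated correlation, 0.0879 with doublets kept, 0.822 with relative level in naming and 0.17 outside cluster 1, while it was 1.02e-05 in cluster 1 alone, and the direction changed with each library clustered alone (0.247). It rose to 0.291 with fry and 0.327 with an estimated correlation for the immunosuppressive list, and to 0.16 and 0.327 for the B progenitor list, so no list passed with either. The HDAC inhibitor response list changed direction with at most 5% mitochondrial UMIs (0.861), with relative level in naming (0.822), without PTCL 2 (0.477) and without SAHA 1 (0.463). When each library was left out the adjusted p ran from 0.206 to 0.477 for the HDAC inhibitor response list, 1.32e-07 to 0.00174 for the immunosuppressive list and 1.41e-08 to 0.00191 for the B progenitor list. The median log2 fold change of the immunosuppressive list moved to -0.44 without SAHA 1 and -2.37 without SAHA 2. The genes tested in the B progenitor list changed with the setting, from 3 without SAHA 2 to 12 without the filter. Over those of the 5 genes that a setting kept, the median was between 1.33 with each library clustered alone and 1.95 with at most 5% mitochondrial UMIs, which left 3 libraries and 4 of the 5 genes. The median of the exhaustion list was -0.11 with relative level in naming. Jchain in other T cells changed direction with each library clustered alone (-0.44). Leaving out a library was not run for other T cells, since 1 library per group or no SAHA library would remain, and NK cells had no test under any setting. In SAHA 1, 34 neutrophils and 82 B cells, and in PTCL 2, 38 B cells, limit the depth of the sums.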

Other observations

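The test of shared gene copies was written before its result was seen, and the thinned cells and the mitochondrial filter were settings chosen before the data were examined. Their use as a test of the B cell gap, and the other tests below, were chosen after the values were seen. For the ribosomal protein genes far lower in both SAHA libraries in every class, a lower level of all ribosomal protein genes is argued against by the median log2 fold change of 0.22 over 81 of them. A candidate explanation is that reads shared with near-identical gene copies were counted differently in the libraries of the 2 groups. The last 300 bases of the longest GENCODE M21 transcript of each gene were used, which need not be the sequenced 3′ end. Those of the 8 lowered genes shared a median of 67.9% of their 50-base words with transcripts of other genes, against 12.4% for the other 73. The difference was 55.6 percentage points (permutation of genes, two-sided, p = 0.0701). The test missed 0.05, several genes with equally shared ends were not lowered, and genes are not independent replicates, so it does not settle the question. A response to SAHA, age and a processing batch cannot be told apart from it by this design.

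SAHA 1 and SAHA 2 differed widely in B cell share. It was 4.22% and 28.5%, and with every cell thinned to 1000 UMIs 4.92% and 28.8%, a gap of 23.8 percentage points, so depth of cells does not account for it. The gap did depend on the cell filter. With at most 5% mitochondrial UMIs the shares were 2.15% and 8.68%, a gap of 6.53 percentage points, against 24.2 with at most 10%. The largest B cell cluster had a median of 6.36% mitochondrial UMIs. Thinning left out 723, 177, 420 and 159 cells of PTCL 1, PTCL 2, SAHA 1 and SAHA 2 as too shallow. A mislabelled sample could also give it. Rps12 in tumor-like cells of SAHA 1 was at 7.98 CPM, near SAHA 2 and far from both controls, which places both SAHA libraries on the same side of the shift described above but does not show that the mouse was treated. A mislabelled sample and a difference in response cannot be told apart, because no marker of treatment was fixed that differed between the groups.

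Jchain in B cells was 5.56 times higher in SAHA 1 than in PTCL 1, although plasma cells were 0.154% of SAHA 1 and 0.656% of PTCL 1. Free RNA of plasma cells may still contribute, since lysed plasma cells leave no barcode. This and a counting difference cannot be told apart, as 1 library decides the value.

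B cells were 7.14% of retained cells in PTCL here, a mean over the 3965 and 1206 cells of the 2 libraries with unnamed clusters included. The study gave the share quoted above for the total cell number in its own set of cells, so no direction is given.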
